# Cancer-associated fibroblast-secreted IGFBP7 promotes gastric cancer by enhancing tumor associated macrophage infiltration via FGF2/FGFR1/PI3K/AKT axis

**DOI:** 10.1038/s41420-023-01336-x

**Published:** 2023-01-21

**Authors:** Dandan Li, Lingyun Xia, Pan Huang, Zidi Wang, Qiwei Guo, Congcong Huang, Weidong Leng, Shanshan Qin

**Keywords:** Cancer microenvironment, Gastric cancer, Tumour immunology

## Abstract

We previously reported that IGFBP7 plays a role in maintaining mRNA stability of oncogenic lncRNA UBE2CP3 by RNA-RNA interaction in gastric cancer (GC). Clinical cohort studies had implied an oncogenic role of IGFBP7 in GC. However, the molecular mechanism of IGFBP7 in GC progression remains unknown. In this study, clinical analysis based on two independent cohorts showed that IGFBP7 was positively associated with poor prognosis and macrophage infiltration in GC. Loss-of-function studies confirmed the oncogenic properties of IGFBP7 in regulating GC cell proliferation and invasion. Mechanismly, IGFBP7 was highly expressed in cancer-associated fibroblasts (CAF) and mesenchymal cells, and was induced by epithelial-to-mesenchymal transition (EMT) signaling, since its expression was increased by TGF-beta treatment and reduced by overexpression of OVOL2 in GC. RNA sequencing, qRT-PCR, ELISA assay showed that IGFBP7 positively regulated FGF2 expression and secretion in GC. Transcriptome analysis revealed that FGFR1 was downregulated in M1 polarization but upregulated in M2 polarization. Exogenous recombinant IGFBP7 treatment in macrophages and GC cells further identified that IGFBP7 promotes tumor associated macrophage (TAM) polarization via FGF2/FGFR1/PI3K/AKT axis. Our finding here represented the first evidence that IGFBP7 promotes GC by enhancing TAM/M2 macrophage polarization through FGF2/FGFR1/PI3K/AKT axis.

## Introduction

Gastric cancer (GC) is the third most common heterogeneous tumor with the highest mortality rate in the world [1]. Due to the inability of early diagnosis of GC, most patients diagnosed at advanced stage, leading to poor prognosis. Metastasis is the leading cause of cancer-related death worldwide [2, 3]. The most common route of GC metastasis is lymph node metastasis, followed by peritoneal dissemination metastasis and liver metastasis [4, 5]. Approximately one-third of GC patients are diagnosed at an advanced stage with metastasis, and 4–14% have metastatic disease to the liver [6, 7]. It is urgently necessary to unravel the molecular mechanisms underlying metastasis.

The insulin-like growth factor binding protein (IGFBP) family contains seven members, including IGFBP1–7 [8]. These IGFBPs modulate the actions of the insulin-like growth factors in endocrine, paracrine, and autocrine settings [9]. Unlike the other six IGFBPs which bind IGFs with high affinity, IGFBP7 binds IGF-I and IGF-II with relatively low affinity [10]. Recent advances have shown that IGFBP7 appears to exhibit IGF-independent biological effects in tumor progression. For example, IGFBP7 plays tumor-suppressive roles in melanoma, thyroid carcinogenesis, and breast cancer by induction of cell senescence and apoptosis [11–13].

The biological function of IGFBP7 in GC was rarely studied. Recently, two independent clinical cohort studies have implied an oncogenic role of IGFBP7 in GC, since IGFBP7 overexpression predicted poor prognosis in GC [14, 15]. Likewise, our previous study also implied an oncogenic role of IGFBP7 in GC by positively regulating oncogenic lncRNA UBE2CP3 expression [16]. However, these studies do not provide direct evidence of the oncogenic properties of IGFBP7. In addition, the molecular mechanism by which IGFBP7 promotes GC progression remains unclear.

Increasing evidence have shown that tumor associated macrophage (TAM) infiltration play critical roles in tumorigenesis and metastasis [17–19]. Recently, fibroblast growth factor 2 (FGF2) has been reported to promote macrophage polarization towards an M2/TAM phenotype [20]. Knockout of FGF2 in mice altered macrophage polarization towards an inflammatory (M1) phenotype [20]. Takase et al. reported that FGF2 promotes TAM infiltration and tumor progression in esophageal squamous cell carcinomas through FGF2/FGFR1 axis [21]. Similarly, Qin and colleagues found that serine protease PRSS23 promotes GC progression by positively regulating FGF2 secretion to enhance TAM infiltration [22]. In this study, we identified a novel role of IGFBP7 in regulating TAM infiltration by enhancing FGF2 secretion and activating FGF2/FGFR1/PI3K/AKT signaling.

## Results

### IGFBP7 overexpression was clinically associated with poor prognosis in GC

Two independent large cohorts of GC were included in this study, including the TCGA_STAD cohort (*n* = 373) and the ACRG cohort (GSE62254, *n* = 300). The TCGA_STAD cohort contains 27 paired of GC samples. After analyzing the expression data in 27 pairs of GC samples, it was found that IGFBP7 was significantly upregulated in GC (Fig. 1A, *p* < 0.01). Likewise, IGFBP7 was overexpressed in GC by comparing the normalized expression data in the GTEx_stomach cohort (normal) and TCGA_STAD cohort (Fig. 1B, *p* < 0.001).

**Fig. 1:**
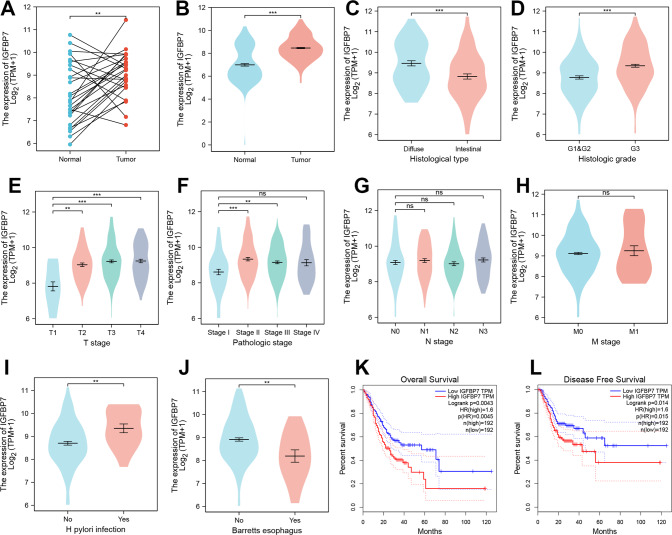
The prognostic significance of IGFBP7 in GC was analyzed in TCGA cohort. **A** IGFBP7 expression in 27 paired GC samples in TCGA_STAD datasets. **B** IGFBP7 was overexpressed in GC. **C** The expression difference of IGFBP7 in intestinal and diffuse GC. **D** IGFBP7 expression was positively correlated with poor differentiation of GC. **E**–**H** The expression level of IGFBP7 in GC tissues with different TNM stages and pathologic stages. **I** The expression difference of IGFBP7 in GC patients with/without H. pylori infection. **J** GC patients with Barrett’s esophagus possessed relatively low expression of IGFBP7. **K**, **L** The overall-survival and disease-free survival analysis of IGFBP7 in GC. **P < 0.01.

To uncover the clinical significances of IGFBP7 overexpression in GC, we first analyzed the correlation between gene expression and the clinical features of GC in TCGA cohort. The results showed that diffuse GC patients or patients with relatively poorer degree of differentiation (G3 stage) had higher expression of IGFBP7 (Fig. 1C, D). Although the high expression of IGFBP7 was significantly correlated with T stage and pathological stage of GC, it was not significantly associated with N stage and M stage (Fig. 1E–H). Interestingly, GC patients with positive H. pylori infection (Hp) or with negative Barrett’s esophagus tended to possess relatively high expression of IGFBP7 (Fig. 1I, J). Consistently, GC patients with higher expression of IGFBP7 had a shorter OVS and DFS time (Fig. 1K, L).

Similarly, the clinical value of IGFBP7 overexpression was further verified in the ACRG cohort (GSE62254). IGFBP7 overexpression showed a significant correlation with the histopathological type, perineural invasion, malignant progression (including TNM stages, pathologic stage and Borrmann stage), surgical approach and poor prognosis of GC (Fig. 2A–J). Notably, GC patients with positive MLH1 immunohistochemical staining or younger age possessed higher IGFBP7 expression (Fig. 2K, L). Taken together, IGFBP7 can serve as a biomarker the diagnosis and prognosis of GC.

**Fig. 2:**
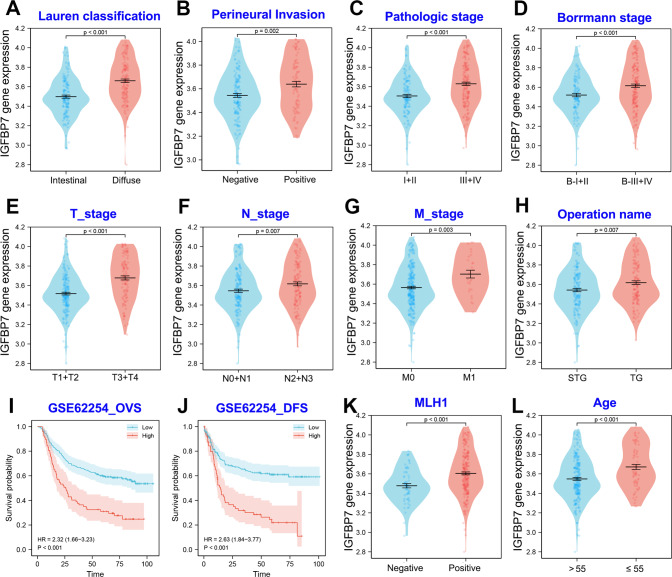
The clinical value of IGFBP7 was analyzed in ACRG cohort. **A** The expression difference of IGFBP7 in intestinal and diffuse GC. **B** The expression difference of IGFBP7 between GC patients with/without perineural invasion. **C**, **D** The expression difference of IGFBP7 in GC patients with different pathologic stages or Borrmann stages. **E**–**G** The expression level of IGFBP7 in GC tissues with different TNM stages. **H** The expression difference of IGFBP7 between GC patients with pylorus-sparing radical gastrectomy (STG) operation or total gastrectomy (TG) operation. **I**, **J** The overall-survival and disease-free survival analysis of IGFBP7 in GC. **K** The expression difference of IGFBP7 between GC patients with/without MLH1 expression. **L** The expression difference of IGFBP7 between GC patients over 55 years old and patients under 55 years old. **P < 0.01.

### IGFBP7 expression was regulated by EMT signaling in GC

To figure out why IGFBP7 was overexpressed in GC, we conducted expression correlation analysis between IGFBP7 and other genes using RNA-seq data of TCGA. The result showed that IGFBP7 was positively correlated with the expression of mesenchymal biomarker genes, but negatively correlated with the expression of epithelial genes in GC (Fig. 3A, *p* < 0.001). Based on gene expression profiling features, Lei et al. have classified GC patients in GSE35809 cohort (*N* = 70) into 3 subtypes, including proliferative, metabolic and mesenchymal [23]. Cristescu and colleagues reported that GC could be further divided into four subtypes, including MSS/TP5−, MSS/TP53+, MSI and MSS/EMT subtypes [24]. After analysis of IGFBP7 expression in different subtypes of 2 cohorts, we noted that IGFBP7 was relatively high expressed in mesenchymal subtype of GSE35809 cohort and EMT subtype of GSE62254 cohort (Fig. 3B, C, *p* < 0.001). That means IGFBP7 might be highly associated with EMT signaling in GC.

**Fig. 3:**
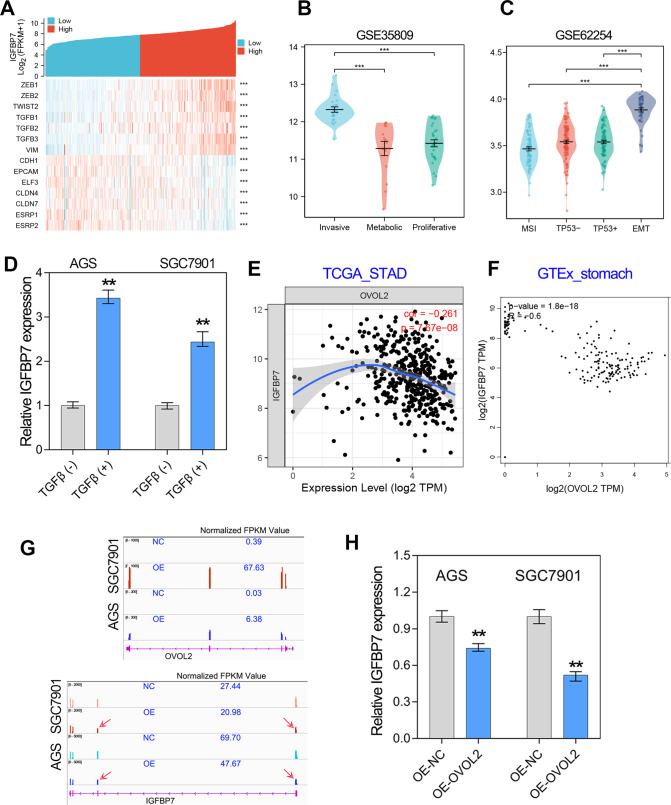
IGFBP7 expression was positively regulated by EMT signaling in GC. **A** Gene expression correlation analysis confirmed that IGFBP7 was related to EMT signaling in GC. **B**, **C** Expression level of IGFBP7 in the different subtypes of GC in GSE35809 and GSE62254 cohorts. **D** The expression of IGFBP7 was determined by qRT-PCR after TGF-beta treatment. **E**, **F** The expression correlation between IGFBP7 and OVOL2 in GC tissues and normal stomach tissues. **G** RNA-seq analysis was conducted in GC cells overexpressing OVOL2. IGFBP7 expression was decreased in GC cells overexpression OVOL2. **H** Quantitative RT-PCR assay showed that the expression of IGFBP7 was significantly reduced by OVOL2 in GC. ****P < 0.0001; ***P < 0.001; **P < 0.01; *P < 0.05.

To further determine whether IGFBP7 is responsive to the EMT signaling, we examined the expression level of IGFBP7 in GC cells with TGF-beta treatment or OVOL2 overexpression. TGF-beta was known to be a critical cellular EMT-inducing signal molecule [25]. Our previous study has successfully constructed GC cells with a mesenchymal phenotype by treatment with exogenous TGF-beta [26]. After detecting the gene expression by qRT-PCR, we found that IGFBP7 expression was greatly induced by TGF-beta in GC (Fig. 3D). In addition, we previously constructed GC cells with stable overexpression of OVOL2 [26]. Given IGFBP7 expression was significantly negatively correlated with OVOL2 expression in both GC tissues and normal stomach tissues (Fig. 3E, F), we further investigated the IGFBP7 expression level in GC cell lines by qRT-PCR assay and RNA-seq analysis. The results showed that overexpression of OVOL2, a well-known MET inducer, significantly decreased the mRNA level of IGFBP7 in GC cell lines (Fig. 3G, H). These data together indicated that IGFBP7 is induced by EMT signaling in GC.

### Knockdown of IGFBP7 inhibits GC cell proliferation and invasion in vitro and in vivo

The above results had implied IGFBP7 functioned as an oncogene in GC. Thus, loss-of-function studies were further performed to validate the effects of IGFBP7 on the biological behavior of GC cells. First, we detected the protein and mRNA expression of IGFBP7 in different GC cell lines. The results showed that IGFBP7 was highly expressed in most GC cell lines (Fig. 4A, B). Herein, we selected AGS and SGC7901 GC cell lines for lentiviral knockdown of IGFBP7. Two different short hairpin RNAs (shRNA) targeting IGFBP7 were used in loss-of-function studies to avoid off-target effects. To validate the knockdown efficiency of IGFBP7, we selected two single clones from each of the lentiviral-transfected GC cell lines for western blotting validation (Fig. 4C). The optimal clone for each shRNA in two GC cell lines were used in further experiments (Fig. 4D). Cell proliferation assay showed that IGFBP7 knockdown suppressed the cell growth of GC cell lines (Fig. 4E). The wounding healing assay showed that knockdown of IGFBP7 suppressed the cell migration of GC cell lines (Fig. 4F). Clone formation assay showed that depletion of IGFBP7 hindered the proliferation of GC cells (Fig. 4G, H). Transwell assay indicated that IGFBP7 knockdown significantly repressed the metastasis of GC cells (Fig. 4I). Likewise, the in vivo assays also found that IGFBP7 plays a tumor-promoting and pro-metastatic role in GC (Fig. 4J, K).

**Fig. 4:**
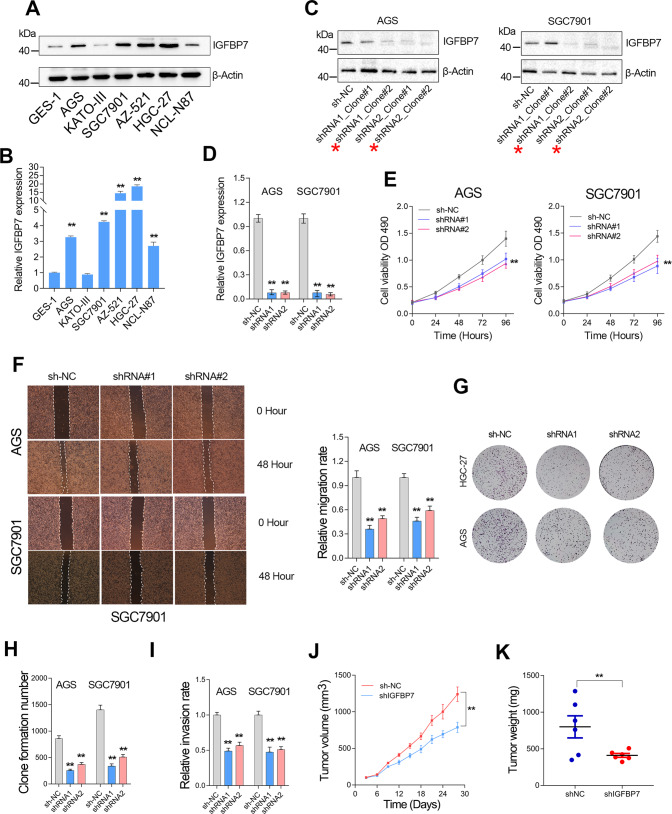
IGFBP7 knockdown inhibited GC cell proliferation, migration and invasion. **A**, **B** IGFBP7 expression level in different GC cell lines was examined by western blotting and qRT-PCR assays. **C**, **D** The knockdown efficiency of IGFBP7 in GC cell lines was determined by western blotting and qRT-PCR assays. **E** The growth rate of GC cells was determined by MTT assay after knockdown of IGFBP7 in GC cell lines. **F** The migration of GC cells was examined by wound healing assay after knockdown of IGFBP7 in GC cell lines. **G**, **H** The proliferation of GC cells was examined by clone formation assay after knockdown of IGFBP7 in GC cell lines. **I** The transwell invasion of GC cells was examined after knockdown of IGFBP7 in GC cell lines. **J** Tumor volumes for the indicated Day 3 to 30 after injecting shNC and shIGFBP7 cells into nude mice. Data represent mean tumor volumes ± SEM. **K** After 30 days of subcutaneous tumor bearing, nude mice were euthanized. The subcutaneous transplanted tumor in nude mice was taken out and weighed. **P < 0.01.

### IGFBP7 depletion repressed FGF2 expression and secretion

Our above finding suggests that IGFBP7 plays an essential role in promoting GC progression, however the underlying molecular mechanism remains unclear. Therefore, transcriptome sequencing studies were further performed in GC cell lines (Fig. 5A). 

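RNA-seq data of 2 libraries were analysed, 1 from a cell line carrying a control shRNA (shNC) and 1 from the same line after stable IGFBP7 knockdown (shIGFBP7). The paper describes its lines as gastric cancer. The knockdown lines were monoclonal, grown from serially diluted cells after lentiviral infection, and which IGFBP7 shRNA the sequenced cells carried is not given in the sources used here. Both libraries are labelled AGS, a human gastric adenocarcinoma cell line. Table S1 gives the same values under SGC7901, another cell line that the paper describes as gastric cancer. In the first 1998 of the 51103 rows of Table S1, 1971 genes could be matched by name. All 645 of these genes above 0 in the shNC library had the FPKM listed for SGC7901 shNC, and all 620 above 0 in the shIGFBP7 library had the FPKM listed for SGC7901 shIGFBP7, at a relative tolerance of 0.0001, while 0 genes equalled the columns headed AGS. The cell line is therefore given here as the label names it, with the conflict left open. Reads were aligned with HISAT2 to GRCh38 and counted per gene with HTSeq 0.11.2, according to the submitters' processing notes, and the authors also deposited FPKM. The library kit, NEBNext Ultra, does not mark the strand of a transcript. The gene counts summed to 16426370 in the shNC library and 19918057 in the shIGFBP7 library, with 22695 and 22323 genes above 0. The change of a gene is given as log2((FPKM + 1) in shIGFBP7 / (FPKM + 1) in shNC), which understates the change of genes with low FPKM, and a gene was called lower or higher past 1 in size. Ratios of counts per summed gene count (CPM) are given with exact Clopper-Pearson 95% intervals, which cover counting error only. With 1 library per condition no difference below has a replicate check and no p-value is given. Differences between clones or library preparations are part of each value. So is any off-target effect of the shRNA, against which the paper used 2 shRNAs in its loss-of-function work, while 1 knockdown library was compared here.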

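IGFBP7, the knocked-down gene, had the lowest log2 change of the 8632 genes with at least 50 counts in a library and a counting interval that excluded equal levels. IGFBP7 (ENSG00000163453, chromosome 4 of GRCh38 from 57030773 to 57110385, minus strand) had 2372 counts and 74.8 FPKM in the library labelled AGS shNC, against 177 counts and 4.60 FPKM in the library labelled AGS shIGFBP7. The log2 change was -3.76, and CPM was 16.2-fold lower (95% interval 13.9 to 19.0). IGFBP7-AS1, an antisense gene that overlaps 94 bp of its exons, had 0 counts in both libraries. The next lowest genes were AHNAK2, which encodes a giant scaffold protein, at -2.72, the sodium-chloride cotransporter gene SLC12A3 at -2.54, TMEM245 at -2.27 and the pentraxin gene NPTX1 at -2.11. RAB31, a small GTPase of vesicle transport, was at -1.99, MTPN and the mucin gene MUC16 at -1.96, OLFML2A at -1.95, NCCRP1 at -1.90, NIPA1 at -1.84 and the ATP-gated channel gene P2RX1 at -1.83.
Histone genes stood among the highest values. HIST1H2BJ was at 1.82, HIST1H4I at 1.49 and HIST1H2BK at 1.46. The other highest genes were the oxidative stress gene OSGIN1 at 1.54, STK40 at 1.45, the tropomyosin gene TPM4 and the non-coding RNA SNHG7 at 1.43, CNTD2 at 1.41, SSSCA1 at 1.38, AL160254.1 and NPM3 at 1.37, and BIK, a pro-apoptotic BCL2 family gene, at 1.35. The CPM of HIST1H2BJ was 3.86-fold higher (95% interval 3.15 to 4.76).

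**Figure D1:**
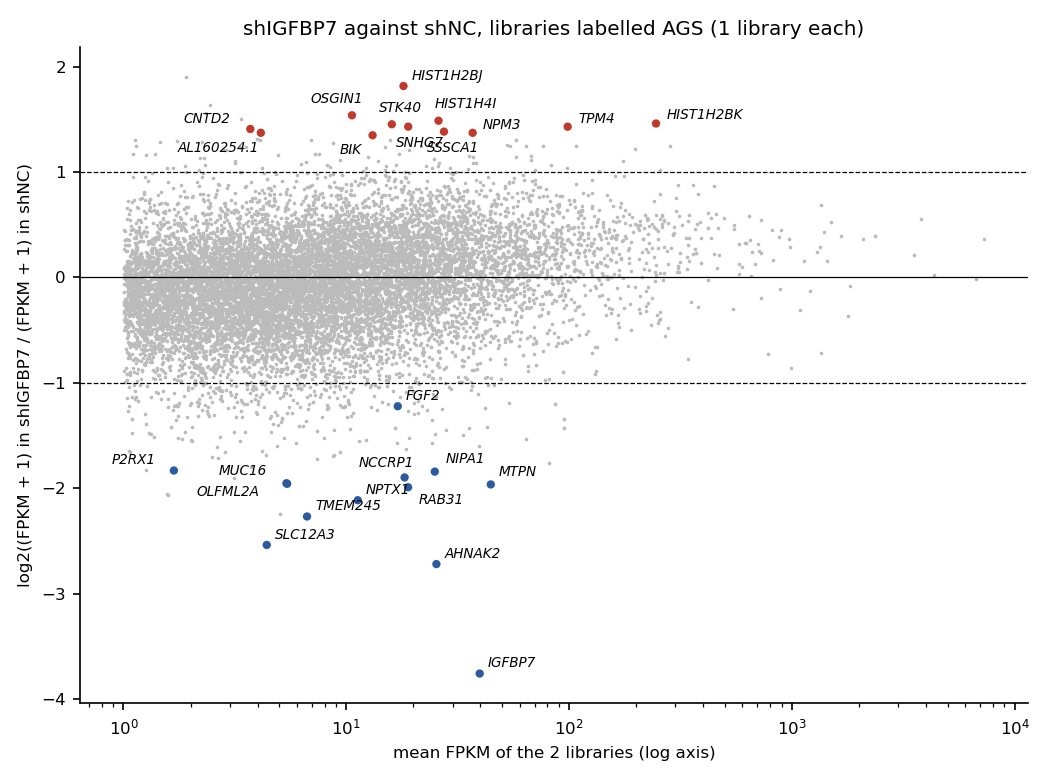
Log2 change of each gene with a mean FPKM of at least 1 (vertical axis) against its mean FPKM over the 2 libraries (horizontal log axis). Dashed lines mark -1 and 1, and coloured points are the 12 lowest and 12 highest genes named in the text and FGF2. IGFBP7 lies lowest at -3.76, and grey points beyond the named genes had fewer than 50 counts in both libraries or an interval that included equal levels.

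Of 28 replication-dependent histone genes with a mean FPKM of at least 1, 24 were above 0 and 6 were above 1, with a median of 0.33. This median was at percentile 100 among 10000 random lists of the same size matched on mean expression. Many histone genes are near-identical copies, so the counts of single histone genes are uncertain. Of 36 cytosolic ribosomal protein genes, 35 were above 0 and 0 passed 1, with a median of 0.42 at percentile 99.8. Of 13 targets of NRF2, the transcription factor of the oxidative stress response, 10 were above 0, with a median of 0.43 at percentile 99.7 (99.4 after removal of the GC trend), led by OSGIN1, AKR1C1 at 1.00 and the cystine transporter gene SLC7A11 at 0.95. Among single genes above 1 in other lists were the chemokine gene CXCL8 at 1.25, MYC at 1.26, and ATF4 at 1.11 and CHAC1 at 1.09, both of the ER stress response, whose list of 19 expressed genes had a median of 0.11 at percentile 29.5 and also held EDEM3 at -1.52. The medians of the histone, ribosomal protein and NRF2 lists were above 0 under every scaling tried. TMM factors, DESeq2 size factors and centring each moved the median gene up, so they are a weak check of lists that are higher. Genes that can depend on RNA quality differed between the libraries too, with the nuclear RNAs NEAT1 at -1.30 and MALAT1 at -1.01, and the snoRNA host gene GAS5 at 1.25. Of 13 mitochondrially encoded genes 8 were above 0, with a median of 0.15 at percentile 25.5, MT-ND2 at 0.43 and MT-ND5 at -0.72.
Of the 87 symbols read from Fig. 5A, 20 higher and 67 lower in knockdown cells, all 87 had the direction shown and passed 1 in size. The study chose these genes on its own libraries, so this tally is not independent evidence of their direction. Some of these symbols are also members of the gene lists, so the percentiles of those lists are not independent of that choice either.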

After RNA-seq analysis, the genes with the most significant fold change in expression after IGFBP7 depletion were shown in the heat map (Fig. 5A). On the other hand, we also screened the potential genes highly co-expressed with IGFBP7 (*R* > 0.3) by expression correlation analysis. After taking insertion, a total of 17 genes were identified to be positively regulated by IGFBP7 in GC, including human fibroblast growth factor 2 (Fig. 5B, C). 

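In the library labelled AGS shIGFBP7, 344 genes were lower and 116 were higher than in shNC past a log2 change of 1. Of the 344 lower genes, 306 had a mean FPKM of at least 1 and 218 were protein coding. Genes of cell adhesion were among them. Of 19 expressed integrin, laminin and kindlin genes, 18 were below 0 and 5 were below -1. These were ITGAV at -1.43, ITGA2 at -1.42, the laminin gene LAMB2 at -1.29, ITGB2 at -1.27 and FERMT2, which encodes an integrin activator, at -1.12. The median of the list was -0.58, below every one of the 10000 matched random lists. Genes used as fibroblast markers, measured here in a cultured cell line, were lower in the same library, with 6 of 7 expressed members below 0. Their median was -0.40 at percentile 1.3 (6.61 after removal of the length trend). The line itself had COL5A1 at 144 FPKM in shNC and 101 in shIGFBP7, but 0 counts of PDGFRA. Of 16 genes of fatty acid synthesis and targets of PPARG, 15 were below 0, with a median of -0.55 that was also below every random list (percentile 0 to 0.01 in 20 further draws). The acyl-CoA synthetase gene ACSL1 was at -1.58 and PPARG itself, a nuclear receptor of lipid metabolism, at -1.46.
Of 21 components of the PI3K/AKT/mTOR pathway, 18 were below 0, with a median of -0.45 at percentile 0.06. The list holds inhibitors of the pathway, such as PTEN and TSC1, as well as its activators, so its median does not give the direction of signalling. EIF4EBP2, a repressor of translation, was at -1.17, PIK3C2A at -1.05 and PIK3CB at -1.04, whereas EIF4EBP1, of the same repressor family, was at 1.01. In random lists matched on gene length as well, an alternative chosen after seeing the data, the percentile of this list was 1.44, and it was 5.18 with the length trend removed, an alternative set in advance. Of the 8 genes listed for the axis of Fig. 7D, 3 were expressed (FGF2, FGFR1 and PIK3CD), with a median of -0.09 at percentile 44.7. The percentile in lists matched on length was 0.01 for the integrin and laminin list and 0.02 for the fatty acid list. Of 23 genes of hypoxia and glycolysis, 16 were below 0, with a median of -0.28 at percentile 0.02 (-0.12 with DESeq2 size factors). The percentile was 0.58 with the length and GC trends removed together, an alternative chosen after seeing the data. AK4 at -1.04 was the only member of this list past 1. Other lower genes were the receptor tyrosine kinase genes EGFR at -1.11 and AXL at -1.04, PSCA at -1.43, and the mucin genes MUC16 at -1.96 and MUC1 at -1.03. PSCA, MUC16 and MUC1 were the only members below -1 in a list of 32 gastric and intestinal genes, of which 13 were expressed. Of these 13, 9 were below 0 and 4 above 0, with a median of -0.28 at percentile 1.4. The 14 housekeeping genes had a median of 0.06, with 6 below 0 and 8 above 0, and with 2 below -0.5 and 1 above 0.5.

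**Figure D2:**
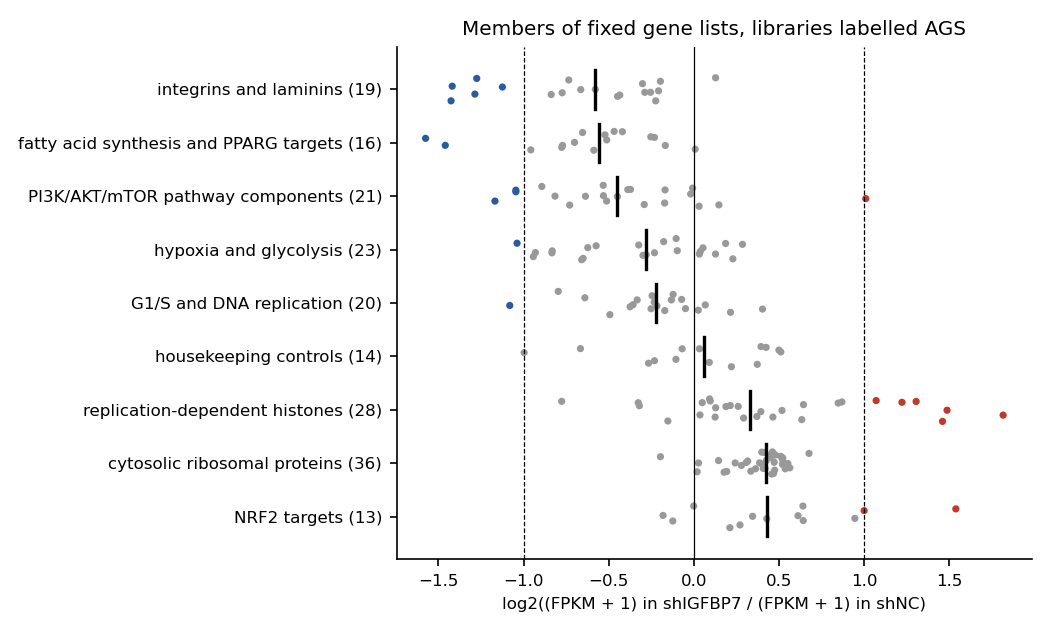
Log2 change (horizontal axis) of each list member with a mean FPKM of at least 1, with the number of members in brackets. Each point is a gene, blue below -1 and red above 1, and the black bar is the median of the list. The integrin and laminin list has its median at -0.58 and the ribosomal protein list at 0.42.

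On the CPM scale with a pseudocount of 1, 671 genes were lower and 129 higher with no factors, and 418 were lower and 267 higher with DESeq2 size factors, which put the median gene 0.14 above its value in FPKM, while FPKM with a pseudocount of 0.5 gave 776 and 256. Across the 11884 genes with a mean FPKM of at least 1, the log2 change went down with gene length (Spearman's rho -0.28 across genes) and up with GC content (0.19), and genes are not independent replicates. With the length trend removed, the median was -0.38 for the integrin and laminin list, -0.36 for the fatty acid and PPARG list, -0.18 for the PI3K/AKT/mTOR list and -0.17 for the hypoxia and glycolysis list.

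**Figure D3:**
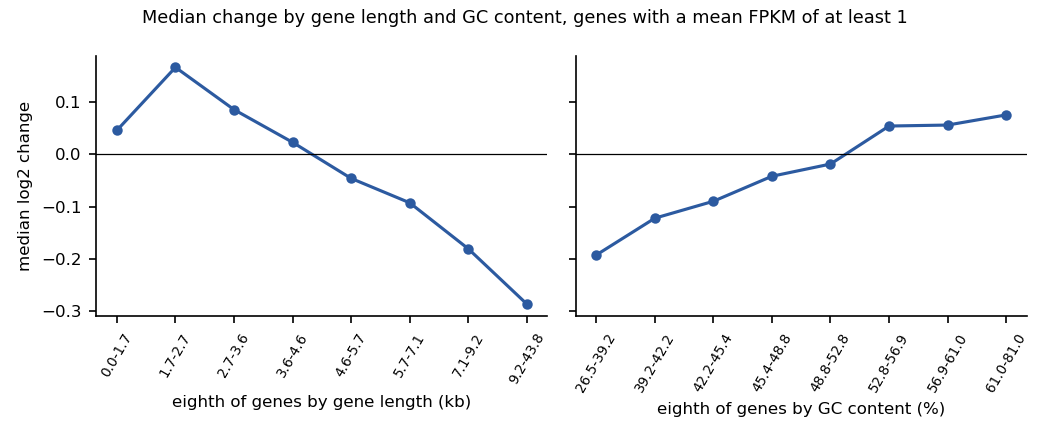
Median log2 change (vertical axis) of genes with a mean FPKM of at least 1 in 8 equal groups by gene length in kb and by GC content of the longest transcript in percent (horizontal axes). The median went from 0.17 in the second group by length to -0.29 among the longest genes.

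These lower groups were measured in the same pair of libraries in which NEAT1 and MALAT1 were also below -1. The genes co-expressed with IGFBP7 in tumours, the other side of the intersection, were not analysed here.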

Consistently, FGF2 and IGFBP7 were highly co-expressed in both GC and normal stomach tissues (Fig. 5D, E). RNA-seq analysis and qRT-PCR assay showed that IGFBP7 depletion decreased FGF2 mRNA level in GC cell lines (Fig. 5F, G). 

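FGF2 (ENSG00000138685, chromosome 4 of GRCh38 from 122826708 to 122898236, plus strand) encodes a heparin-binding growth factor. It had 2697 counts and 24.2 FPKM in the library labelled AGS shNC, and 1325 counts and 9.82 FPKM in the library labelled AGS shIGFBP7. The log2 change was -1.22, and CPM was 2.47-fold lower (95% interval 2.31 to 2.64). FGF2 ranked 98 from the lowest of the 8632 genes that passed the count and interval rules. Of 22 FGF ligand genes, FGF2 alone had a mean FPKM of at least 1. Of 9 expressed FGF receptor and co-receptor genes, the heparan sulfate proteoglycan gene SDC3 at -1.47 was the only member past 1, and the median of the list was 0.02. FGFR3 was at -0.54, FGFRL1 at 0.19 and SDC4 at 0.32.
NUDT6 lies on the minus strand from 122888697 to 122922968 and its exons overlap 804 of the 6775 exonic bp of FGF2. The library kit does not mark strand, so under any strand setting of the counting, reads of the overlap cannot be assigned to either gene. NUDT6 had 79 counts in shNC and 54 in shIGFBP7, few beside the 2697 and 1325 counts of FGF2.

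**Figure D4:**
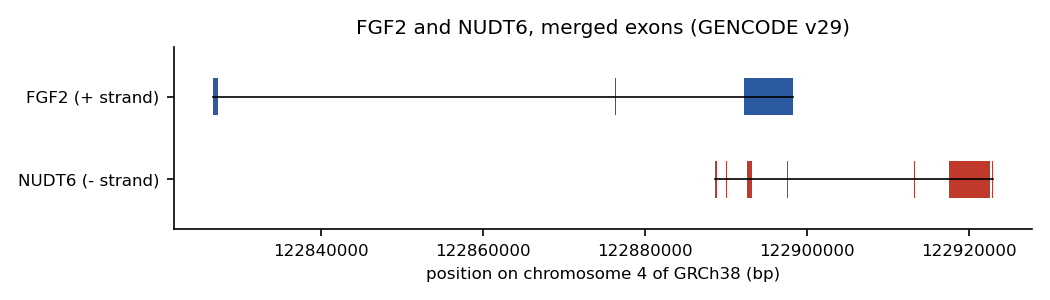
Merged exons of FGF2 and NUDT6 (boxes) along chromosome 4 of GRCh38 in bp, from GENCODE v29. Lines join the first and last exon of each gene. The 804 bp of shared exonic sequence lie in the last exon of FGF2.

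From the lower level of FGF2 after IGFBP7 depletion and its co-expression with IGFBP7 (Fig. 5B, C), the paper reasons that FGF2 is among the genes positively regulated by IGFBP7. Its other evidence is qRT-PCR (Fig. 5G), ELISA of secreted FGF2 (Fig. 5I), and higher FGF2 in cells treated with recombinant IGFBP7.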

Enzyme-linked immunosorbent assay (ELISA) showed that knockdown of IGFBP7 decreased the secreted level of IGFBP7 and FGF2 (Fig. 5H, I). Given FGF2 is clinically associated with poor prognosis in GC (Fig. S1a–l), we speculate that IGFBP7 may promote GC progression by enhancing FGF2 expression and secretion.

**Fig. 5:**
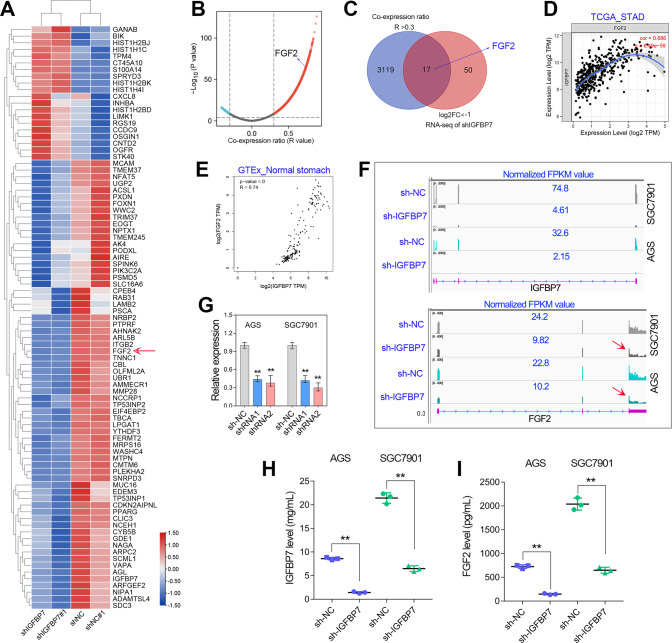
IGFBP7 depletion suppressed FGF2 expression and secretion in GC. **A** The differentially expressed genes after IGFBP7 depletion were shown in the heatmap. Among them, FGF2 was downregulated by knockdown of IGFBP7 in GC. **B** The expression correlation analysis between protein-coding genes and IGFBP7 was conducted in GC. **C** A total of 17 genes that co-expressed with IGFBP7 were greatly downregulated by IGFBP7 depletion in GC cell lines. **D**, **E** IGFBP7 was highly co-expressed with FGF2 in both GC tissues and normal stomach tissues. **F**, **G** RNA-seq and qRT-PCR analysis showed that IGFBP7 depletion decreased the expression of FGF2. **H**, **I** ELISA assay verified that IGFBP7 knockdown decreased secreted level of IGFBP7 and FGF2. **P < 0.01.

### CAFs secreted IGFBP7 promotes TAM infiltration by regulating FGF2 secretion

To verify the cell-type-specificity of IGFBP7 in GC, single-cell analysis based on HPA dataset was used. The single-cell analysis in HPA datasets contains 9 cell subsets, including fibroblast, T cells, B cells, plasma cells, macrophages and gastric epithelial cells. Both IGFBP7 and FGF2 were specifically expressed in the fibroblast (Fig. 6A). Immune estimation using EPIC algorithm further confirmed IGFBP7 was highly expressed in CAFs (Fig. 6B). Previous studies have reported that FGF2 plays critical roles in macrophage infiltration and polarization [22, 27–31]. Thus, we analyzed the correlation between IGFBP7 expression and immune infiltration using two methods, including CIBERSORT and TIMER. Both of the 2 algorithms confirmed that IGFBP7 was positively correlated with macrophage infiltration level in GC (Fig. 6C, D).

**Fig. 6:**
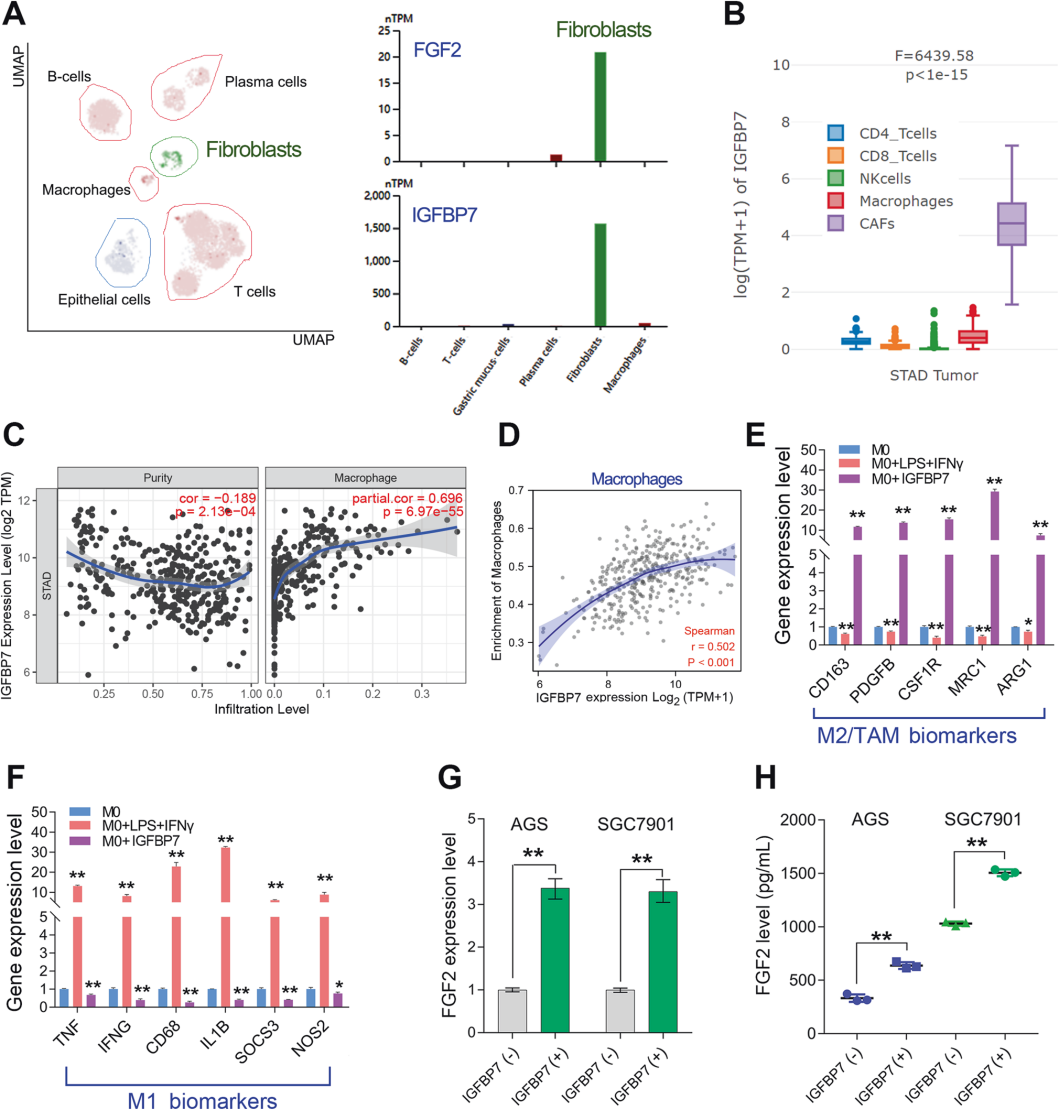
IGFBP7 promotes TAM infiltration and FGF2 expression in GC. **A** Single-cell analysis confirmed that IGFBP7 and FGF2 was specifically expressed in fibroblasts. **B** Immune estimation using EPIC method showed that IGFBP7 was highly expressed in CAFs of GC. **C**, **D** Immune infiltration analysis using TIMER or CIBERSOTR showed that IGFBP7 expression was highly associated with macrophage infiltration in GC. **E**, **F** Exogenous IGFBP7 treatment in macrophages downregulated the expression of M1 macrophage biomarkers, but upregulated expression of M2/TAM macrophage biomarkers. **G**, **H** Exogenous IGFBP7 treatment in GC cells upregulated FGF2 expression and secretion. **p < 0.01.

To further explore the effect of IGFBP7 on macrophage polarization, we treated GC cell lines with exogenous recombinant IGFBP7 protein, as previously reported [11]. Firstly, the M0 macrophages were derived from THP-1 cells by treatment with PMA. Then, M1 macrophages with pro-inflammatory phenotype were induced by treatment with LPS and IFNG as described previously [32]. After determination the expression level of M1 or M2/TAM macrophage biomarker genes, we noted that IGFBP7 treatment partially suppressed the expression of M1 macrophage biomarkers but enhanced the expression level of M2/TAM macrophage biomarker genes (Fig. 6E, F). These results indicate that IGFBP7 promotes macrophage polarization towards a M2/TAM phenotype. Previous study has reported a critical role of FGF2 on TAM polarization and infiltration [20]. Correspondingly, we further detected the expression level and secreted level of FGF2 after IGFBP7 treatment. The results showed that IGFBP7 treatment enhanced FGF2 expression and secretion in GC cell lines (Fig. 6G, H). Taken together, IGFBP7 promotes TAM infiltration by promoting FGF2 expression and secretion in GC.

### IGFBP7 promotes tumor associated macrophage infiltration through FGF2/FGFR1/PI3K/AKT axis

Although Rizzo and colleagues have demonstrated a critical role of FGF2 in macrophage polarization in knockout mice [20], the underlying molecular mechanism remains largely unclear. To uncover how FGF2 promotes tumor associated macrophage infiltration, we compared the transcriptome of M0, M1, and M2 macrophages using GSE159112 datasets [33]. The genes involved in regulating macrophage polarization are shown in the heat map (Fig. 7A). The genes simultaneously downregulated in M1 (log2FC < −1) and upregulated in M2 (log2FC > 1) are thought to be involved in macrophage polarization towards a M2/TAM-like phenotype. Among them, there is a well-known receptor of fibroblast growth factor, (FGFR1) that is greatly overexpressed during M2 polarization but under-expressed during M1 polarization (Fig. 7B).

**Fig. 7:**
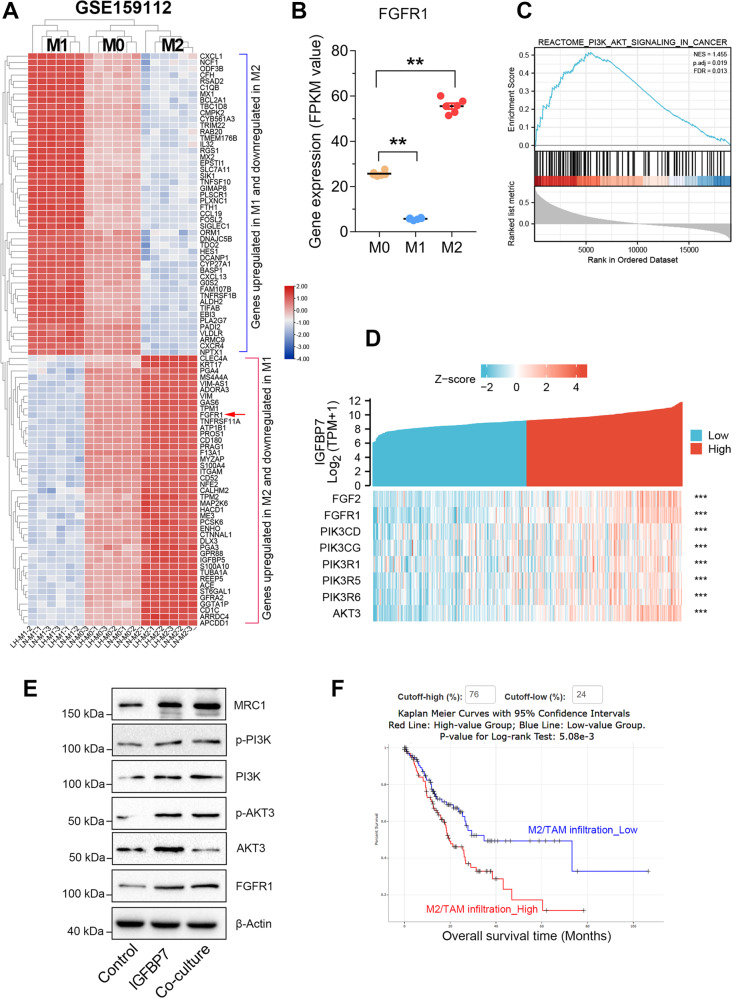
IGFBP7 promotes TAM infiltration by activating FGFR1/PI3K/AKT signaling. **A** Differentially expressed genes of macrophages polarized towards M1 phenotype or towards M2 phenotype. **B** FGFR1 was significantly downregulated in M1 macrophages but upregulated in M2 macrophages. **C**, **D** The GSEA and expression correlation analysis showed that IGFBP7 was highly associated with PI3K/AKT signaling in GC. **E** Exogenous IGFBP7 promotes TAM/M2 macrophages polarization via FGFR1/PI3K/AKT signaling. **F** High level of M2/TAM macrophage infiltration predicted poor prognosis in GC. **p < 0.01.

Increasing evidence have reported FGFR1 can directly activate PI3K/AKT signaling by binding to its ligands, such as FGF2 [34–36]. Therefore, we speculated IGFBP7 may promote M2/TAM-like macrophage polarization by FGF2/FGFR1/PI3K/AKT axis. The GSEA analysis confirmed the closely association between PI3K/AKT signaling and IGFBP7 expression in GC (Fig. 7C). Besides, gene expression correlation analysis showed that IGFBP7 was highly co-expressed with the genes involved into FGF2/FGFR1/PI3K/AKT signaling (Fig. 7D). More importantly, western blotting assay showed that either IGFBP7 treatment or co-culture with GC cells activated the PI3K/AKT signaling and enhanced macrophage polarization towards to a M2/TAM phenotype (Fig. 7E). These results together indicated that IGFBP7 enhanced M2/TAM-like macrophage polarization via FGF2/FGFR1/PI3K/AKT axis.

In addition, survival analysis showed that high level of M2/TAM infiltration predicted poor prognosis in GC (Fig. 7F). Thus, we drew a working model that IGFBP7 may promote GC progression by enhancing TAM macrophage polarization via FGF2/FGFR1/PI3K/AKT axis (Fig. 8). Briefly, dysregulated EMT signaling mediated by TGF-beta or other EMT-related factors resulted in increased level of CAFs and IGFBP7 overexpression. Then, IGFBP7 overexpression further enhanced the expression and secretion of FGF2 in CAFs. The increased level of FGF2 in tumor microenvironment promotes TAM polarization and infiltration through FGFR1/PI3K/AKT axis, thereby resulting in poor prognosis of GC patients.

**Fig. 8:**
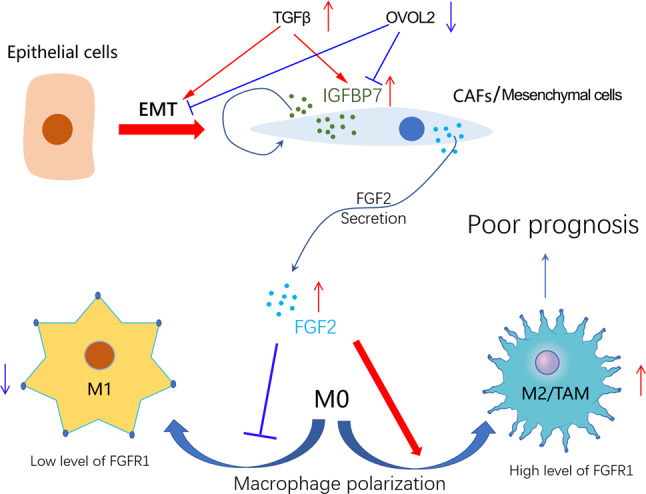
Working model of IGFBP7 in promoting macrophage infiltration and GC progression. Abnormal EMT signaling led to overexpression of IGFBP7 in CAFs. Meanwhile, IGFBP7 overexpression increased the levels of IGFBP7 and FGF2 in tumor microenvironment. Eventually, FGF2 promotes TAM polarization and infiltration through FGFR1/PI3K/AKT axis, thereby resulted in poor prognosis of GC.

## Discussion

The role of IGFBP7 in tumor progression is complicated, since IGFBP7 exhibits opposite roles in different cancers. It has been IGFBP7 was reported to play tumor suppressive role in breast cancer, thyroid carcinogenesis and melanoma by induction of cell apoptosis and cell senescence [11–13]. While, clinical cohort studies have implied an oncogenic role of IGFBP7 in oesophagus cancer and stomach cancer [14, 15, 37–40]. However, the molecular mechanism of IGFBP7 in promoting the GC progression remains unknown to date.

As a member of the IGFBP family with relatively low affinity to IGF-1 and IGF-II, IGFBP7 appears to play roles in tumor progression in an IGF-independent manner. Several independent studies have uncovered a closely association between IGFBP7 and PI3K/AKT signaling. Zhang et al. reported that IGFBP7 inhibits thyroid carcinoma by regulating AKT activity and cell cycle progression [41]. Similarly, Chen et al. reported that IGFBP7 acted as an upstream molecule of AKT3/mTOR signaling [42]. Diao et al. found that YTHDF2 promotes GBM progression by regulating IGFBP7/PI3K/AKT signaling [43]. Niu et al. revealed that PI3K/AKT signaling was activated by overexpression of IGFBP7 in AML [44].

In this study, clinical analysis based on two independent cohorts showed that IGFBP7 overexpression was clinically associated with poor prognosis in GC. Loss-of-function studies confirmed that IGFBP7 depletion inhibits GC proliferation and invasion in vivo and in vitro. More importantly, our finding first uncovered a novel role of IGFBP7 in TAM infiltration. Immune infiltration analysis showed that IGFBP7 was highly correlated with macrophage infiltration. Exogenous recombinant IGFBP7 treatment on M0 macrophages decreased the expression level of the biomarkers in M1 macrophages with a pro-inflammatory phenotype and increased the expression level of biomarkers in M2/TAM-like macrophages with a pro-tumor phenotype. These results indicated that IGFBP7 promotes macrophage polarization towards a M2/TAM phenotype in GC.

Furthermore, our work highlights that IGFBP7 promotes M2/TAM macrophage infiltration via FGF2/FGFR1/PI3K/AKT axis. Firstly, RNA-seq analysis and ELISA studies verified a promoting effect of IGFBP7 on the expression and secretion of FGF2. Secondly, transcriptome analysis verified that FGFR1 played critical roles in M2/TAM polarization, since its expression was downregulated during M1 polarization but upregulated during M2 polarization. Coincidentally, FGF2 was reported to play essential roles in M2/TAM macrophage polarization [29–31]. Thirdly, exogenous IGFBP7 treatment in macrophages activated FGFR1/PI3K/AKT signaling. Increasing studies have reported the critical role of PI3K/AKT signaling in M2/TAM macrophage infiltration [45–47]. Moreover, FGFR1 is one of the important membrane receptors upstream of the PI3K/AKT axis [34]. Once FGFR1 recognized FGF2, it can directly initiate the PI3K/AKT axis [36, 48, 49]. Consistently, macrophage co-cultured with GC cells or exposure to IGFBP7 greatly increased the expression of MRC1, a well-known of M2/TAM biomarker gene, and activated FGFR1/PI3K/AKT signaling. Taken together, IGFBP7 promotes TAM/M2 macrophage polarization through FGF2/FGFR1/PI3K/AKT axis.

TAM/M2 infiltration level can be served as a prognostic biomarker of GC [50–52]. Higher level of TAM/M2 infiltration predicted poor prognosis in GC (Fig. 7F). Similarly, TAM/M2 infiltration contributed to the progression in gastric cancer with peritoneal dissemination [53]. Our finding here represented the first evidence that IGFBP7 promotes GC by enhancing TAM/M2 macrophage polarization through FGF2/FGFR1/PI3K/AKT axis.

## Materials and methods

### Clinical cohort study

The gene profile data and corresponding clinical information of GC patients were obtained from the Cancer Genome Atlas (TCGA) database. The expression level of per gene was calculated from log2 of TPM value. Clinical information of patients in the GSE62254 cohort was obtained from Cristescu and colleagues [24]. The gene expression array data of GSE62254 cohort was downloaded from the Gene Expression Omnibus (GEO) database on the NCBI web server.

### Mouse xenograft model

Four-week-old female BALB/c nude mice used in this study were maintained in the animal facility of the Laboratory Animal Center of Hubei University of Medicine. All animals were treated in accordance with guidelines of the Committee on Animals of the Hubei University of Medicine. The mice were randomly divided into two groups (shNC and shIGFBP7). The corresponding GC cell lines were cultured as usual and were injected into the subcutaneous tissue of nude mice. After a month, all the mice were euthanized. The xenograft tumors were collected for weighing and volume measurement. The study protocol was approved by the Experimental Animal Research Ethics Committee of Hubei University of Medicine (2021-028).

### Immune infiltration analysis

The GEPIA 2021 web tool (http://gepia2021.cancer-pku.cn/index.html) provides multiple immune estimation algorithms, including CIBERSORT, EPIC, and quanTIseq [54]. These algorithms were used to evaluate the correlation between genes and different types of immune cells in pan-cancer. The CIBERSORT method provides the immune estimation of 24 immune cell types. The EPIC method was conducted to analyze the expression level of IGFBP7 in different Immune cells, including CAFs, CD4/8 T-cells, B cells, NK cells macrophages and endothelial cells. Survival analysis of different macrophage infiltration was performed using quanTIseq method. The TIMER method was used to estimate the correlation between different genes and the level of immune infiltration of macrophages in TCGA cohort. The gene expression level in different immune cell types between stomach cancer and normal stomach tissues and the survival analysis of M2/TAM infiltration were analyzed using GEPIA 2021 web tool.

### Cell culture and establishment of lentiviral cell lines

All GC cell lines used in this study were cultured in DMEM medium containing 10% fetal bovine serum (FBS) at 37 °C in 5% CO_2_. The lentiviruses for knockdown of IGFBP7 were purchased from GeneChem (Shanghai, China). Monoclonal cell lines were obtained by serial density dilution of contemporary transfected cells. After verifying the knockdown efficiency of IGFBP7 by WB and qRT-PCR, an optimal monoclonal cell line for each shRNA was selected for subsequent experiments.

### Recombinant IGFBP7 or TGF-beta treatment

For recombinant IGFBP7 protein treatment, the GC cells were grown as usual and plated into the six-well plates. When the cells adhered to the wall, the recombinant IGFBP7 protein (2 μg/mL, cat. no. ab50195; Abcam, Shanghai, China) was added to the medium. For recombinant TGFβ protein treatment, the GC cells were treated with 10 ng/ml recombinant TGF-β1 protein (cat. no. HZ-1011; Proteintech, Wuhan, China) [55]. At the indicated time points, the cells were harvested for mRNA and protein analysis as well as for other assays.

### Macrophage induction

The THP-1 cell line was treated with PMA (Sigma, 100 ng/mL) for 24 h to induce M0 macrophages. Next, the THP-1 derived M0 macrophages were plated into a six-well transwell plate. Meanwhile, the digested HGC-27 cell suspension was added to the 0.4 μm porous membrane of upper chamber. The THP-1-derived macrophages were co-cultured with HGC-27 cells for 48 h. Macrophages derived from THP-1 cells were treated with recombinant IGFBP7 protein for 48 h. At the indicated time points, macrophages were collected for RNA extraction and other experiments.

### RNA sequencing

Total RNA of IGFBP7 stable knockdown cell lines was extracted and sent to Lifegenes company (Shanghai, China) to perform RNA sequencing. 

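Table S1 lists FPKM per gene for shNC and shIGFBP7 cells of SGC7901 and AGS, 1 column for each, and a log2FC column for each cell line. In the 1998 rows used here, every log2FC equalled log2((FPKM + 1) in shIGFBP7 / (FPKM + 1) in shNC) to within 6.6e-06. The deposited libraries hold the counts behind the FPKM. In all 20068 genes with counts in both libraries, count and FPKM implied the same gene length within 0.01 bp when the summed gene counts were taken as the depth. For 24869 of the 24950 genes with a length, it was that of the merged exons of GENCODE v29. The second data set named beside Table S1 was not analysed here.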

The RNA-seq data (Table S1) used in this study has been uploaded in the GEO dataset (GSE163813 and GSE207373).

### Quantitative RT-PCR assay

The quantitative RT-PCR assay was performed as previously described [56]. The specific primers for qRT-PCR assay were designed and synthesized by Wcgene Biotech (Shanghai, China). The relative gene expression level was determined by 2^–∆∆Ct^ method.

### Western blotting assay

The western blotting assay was performed as previously described [55, 57]. The antibodies of IGFBP7 (A2982), FGF2 (A11488), AKT (60203-2-Ig), p-AKT (28731-1-AP), MRC1 (A11192), and PI3K (20584-1-AP) were purchased from Abclonal company (Wuhan, China) and Proteintech company (Wuhan, China). The Phospho-PI3K antibody was purchased from Cell Signaling Technology (13857S, MA, USA).

### Statistical analysis

The *P* values for IGFBP7 expression analysis in GC cohorts were estimated using Mann–Whitney nonparametric test. The *P* values of survival analysis were estimated using the log-rank test. Correlation analysis was used to test the correlation between the two groups of data. The *P* values for qRT-PCR assay were estimated using ANOVA method. *P* < 0.05 considered statistically significant.

## Supplementary information

Supplementary Figure legends

Supplemental Figure S1

Table S1

Original Data File

Authorship change form

## Data Availability

All data are available upon request.

# Supplementary material for: Cancer-associated fibroblast-secreted IGFBP7 promotes gastric cancer by enhancing tumor associated macrophage infiltration via FGF2/FGFR1/PI3K/AKT axis
**Source:** Cell Death Discov. 2023 Jan 21;9:17. doi: 10.1038/s41420-023-01336-x
**Supplement:** Supplementary file 1 — Supplementary Figure legends

**Figure S1.** The clinical value of FGF2 was analyzed in ACRG cohort. **(A)** The expression difference of IGFBP7 in intestinal and diffuse GC. **(B)** The expression difference of FGF2 between GC patients with/without MLH1 expression. **(C)** The expression difference of FGF2 between GC patients over 55 years old and patients under 55 years old. **(D)** The expression difference of FGF2 between GC patients with/without perineural invasion. **(E-I)** The expression difference of FGF2 in GC patients with different TNM stages, pathologic stages or Borrmann stages. **(K)** The expression difference of FGF2 between GC patients with pylorus-sparing radical gastrectomy (STG) operation or total gastrectomy (TG) operation. **(I, J)** The overall-survival and disease-free survival analysis of FGF2 in GC.

# Supplementary material for: Cancer-associated fibroblast-secreted IGFBP7 promotes gastric cancer by enhancing tumor associated macrophage infiltration via FGF2/FGFR1/PI3K/AKT axis
**Source:** Cell Death Discov. 2023 Jan 21;9:17. doi: 10.1038/s41420-023-01336-x
**Supplement:** Supplementary file 5 — Authorship change form

Changes to the author list

Manuscript No. CDDISCOVERY-22-5557

Article Entitled: Cancer-associated fibroblast-secreted IGFBP7 promotes gastric cancer by enhancing tumor associated macrophage infiltration via FGF2/FGFR1/PI3K/AKT axis

Author information:

Dandan Li ^{1,2,3#}, Lingyun Xia ^{1#}, Pan Huang ^{2,3#}, Zidi Wang ³, Qiwei Guo ³, Congcong Huang ^{2,3}, Weidong Leng ^{1*} and Shanshan Qin ^{1,2,3*}

These authors contributed equally to this work.

Dear authors:

Because of the contributions by XLY and LWD in the revision stage, we need to change the current manuscript's author order and addresses, as listed above.

Among the authors in the list, QSS designed experiments, offered direction and help on the whole project. LDD, XLY, WZD, HP, HCC and GQW conducted the experiments, analyzed the results. QSS and LDD performed bioinformatics analysis and drafted the manuscript. QSS and LWD reviewed the manuscript and made significant revisions on the drafts. All authors read and approved the final manuscript..

After consultations, all the authors agreed with the addition of authors in this paper, and all the authors agreed with the rearrangement of the names.

If everyone have no comments on the change of authorship of this manuscript, please email to me with "I agree to these changes".

Thank you very much for your attention, looking forward to your reply.

Best Wishes

Hubei Key Laboratory of Embryonic Stem Cell Research

Hubei University of Medicine

Renmin Road 30, Maojian District

Shiyan, Hubei 442000, P.R. China

Changes to the author list (CDDISCOVERY-22-5557)

收件人: lidandan_cup<> hbmuzwd<> panhuang<> huangcong163<> hbmugqw<>
时 间: 2023年01月12日 20:23 (星期四)

发送状态: 发送成功 查看详情

翻译或中文

您的邮箱安全待提升! 仅需1分钟, 安全性提升30%, 一键升级>>

Changes to the author list

Manuscript No. CDDISCOVERY-22-5557

Article Entitled: Cancer-associated fibroblast-secreted IGFBP7 promotes gastric cancer by enhancing tumor associated macrophage infiltration via FGF2/FGFR1/PI3K/AKT axis

Author information:
Dandan Li ^{1,2,3#}, Lingyun Xia ^{1#}, Pan Huang ^{2,3#}, Zidi Wang ³, Qiwei Guo ³, Congcong Huang ^{2,3}, Weidong Leng ^{1*} and Shanshan Qin ^{1,2,3*}

Re: Changes to the author list (CDDISCOVERY-22-5557)

时 间: 2023年01月12日 20:35 (星期四)

I agree to these changes.

 

----- Replied Message -----

Date: 01/12/2023 20:23
To: <>, <>, <>, <>, <>, <>, <>

Re:Changes to the author list (CDDISCOVERY-22-5557)

时 间: 2023年01月12日 22:24 (星期四)

VIP 您的邮箱安全待提升! 仅需1分钟, 安全性提升30%, 一键升级>>

I agree to these changes.

Re:Changes_to_the_author_list (CDDISCOVERY-22-5557)

时 间: 2023年01月12日 20:30 (星期四)

您的邮箱安全待提升! 仅需1分钟, 安全性提升30%, 一键升级>>

I agree to these changes

----- Origin message -----

>To: , , , , , , 

>Subject: Changes_to_the_author_list (CDDISCOVERY-22-5557)

>Date: 2023-01-12 20:23:04

! Changes_to_the_author_list

Re: Changes to the author list (CDDISCOVERY-22-5557)

时 间: 2023年01月12日 22:50 (星期四)

翻译成中文

您的邮箱安全待提升! 仅需1分钟, 安全性提升30%, 一键升级>>

I agree to these changes.

----- Replied Message -----

Date: 01/12/2023 20:23

To:  <>,  <>,  <>,  <>,  <>,  <>,  <>

Subject: Changes to the author list (CDDISCOVERY-22-5557)

Re:Changes to the author list (CDDISCOVERY-22-5557)

抄送人: lidandan_cup <>, hbmuvwzd <>, panhuang <>, huangcong163 <>, xialingyun200810 <>

抄送人

时 间: 2023年01月12日 20:37 (星期四)

您的邮箱安全待提升! 仅需1分钟, 安全性提升30%, 一键升级>>

I agree to these changes.

Re:Changes to the author list (CDDISCOVERY-22-5557)

时 间: 2023年01月12日 22:10 (星期四)

您的邮箱安全待提升! 仅需1分钟, 安全性提升30%, 一键升级>>

I agree to these changes.

Re: Changes to the author list (CDDISCOVERY-22-5557)

时 间: 2023年01月12日 20:27 (星期四)

翻译成中文

您的邮箱安全待提升! 仅需1分钟, 安全性提升30%, 一键升级>>

I agree to these changes.

---- Replied Message ----

Date 01/12/2023 20:23
Subject Changes to the author list (CDDISCOVERY-22-5557)

How the deposited data were processed for this re-analysis (not part of the article)

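Gene expression was measured by RNA-seq in 2 libraries, both labelled AGS. They were 1 of cells with a control shRNA (shNC) and 1 of cells after stable IGFBP7 knockdown (shIGFBP7). The paper describes these as gastric cancer cells. The authors deposited gene counts and FPKM for 51103 genes. According to the submitters' processing notes, reads were aligned with HISAT2 to GRCh38 and counted with HTSeq 0.11.2. The version of HISAT2, the annotation release, the strand setting and any read filter are not given in the sources used here. The deposited counts were whole numbers with no row without a gene. The FPKM values were made by the authors from these counts, by dividing by the summed gene counts of the library and by gene length, and were used as deposited. FPKM made this way takes no account of differences in RNA composition between libraries, so a group of abundant transcripts that is higher in 1 library lowers the FPKM of all other genes. In a kit that does not mark strand, reads of overlapping genes on opposite strands cannot be told apart, and HTSeq by default leaves out reads that fall on 2 genes or align equally well to several places, which affects histone genes and genes with processed pseudogenes such as those of ribosomal proteins.

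The summed gene counts were 16426370 in shNC and 19918057 in shIGFBP7. The 10 most abundant genes took 4.67% and 5.20% of the counts, and mitochondrially encoded genes 3.34% and 3.48%. At these depths 12163 and 11575 genes had an FPKM of at least 1. The libraries were compared with no test across samples, because each condition has 1 library. The change of a gene was log2((FPKM + 1) in shIGFBP7 / (FPKM + 1) in shNC), the formula of Table S1, and the threshold was 1 in size, after the threshold of Fig. 5C. The ratio of counts scaled to the summed gene counts (CPM) was given with an exact Clopper-Pearson 95% interval, which covers counting error only.

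Genes were named by a rule written before the data were examined, together with all gene lists and the alternatives other than those called added here. The rule took the genes the paper names, the symbols read from Fig. 5A, the 12 lowest and 12 highest genes among those with at least 50 counts in a library and an interval of the ratio that excluded 1, and up to 4 members of each list with the largest change. The paper's figures and the part of Table S1 at hand had been seen when the rule was written. Several lists hold symbols of Fig. 5A, which the study chose on its own libraries. The percentiles of those lists are therefore not independent of these data. The 40 lists covered pathways, gene families and markers of other cell types. For each list the median change of members with a mean FPKM of at least 1 was set against 10000 random lists matched on mean expression in 20 bins, for the 36 lists with at least 3 such members, as a description of these libraries. Where 2 genes shared a symbol the more abundant was used. Positions, gene types and exons came from GENCODE v29 on GRCh38, in which all 51103 gene identifiers were found, and 51091 carried the same name. GC content was that of the longest transcript. Gene lengths were those implied by count and FPKM.

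Alternatives were pseudocounts of 0.1 and 0.5, a filter on low FPKM, CPM alone, with TMM factors of edgeR 4.0.16 or with size factors of DESeq2 1.42.0 (R 4.3.3), centring on the median, removal of a loess trend on gene length or on GC content (span 0.3), other thresholds, and the counting interval. Added after seeing the data were removal of both trends together and random lists matched on expression in 5 bins and gene length in 8 bins. The other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The size rule was applied to simulated counts for 51103 genes of shIGFBP7 against shNC. The changed genes were drawn from those with a mean FPKM of at least 5, so the recovery says nothing on genes with lower FPKM. The rule recovered 100% of genes changed to 0.25-fold and 92% of genes changed to 0.4-fold. It recovered 100% of genes changed 2.5-fold or 4-fold, and called 10 of 50903 unchanged genes. Of the 51103 genes, 26153 had an FPKM of 0 in both libraries and could not be called. In 11884 simulated genes 95.5% of the intervals covered the true ratio. The simulation holds counting error only, with no variation between clones or library preparations, so these shares say nothing on false calls from such variation.

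The FPKM values of SGC7901 and AGS in Table S1 were used only to check labels and the formula, because only its first 1998 rows were at hand. The tumour co-expression data, the macrophage experiments and the second RNA-seq data set were not analysed here.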

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

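The explanation by a difference between clones or libraries was stated after the values were seen, and the random lists matched on gene length were added then. Of 36 gene lists, 7 had a median at or beyond percentile 0.5 or 99.5 of matched random lists, and the same 7 in each of 20 further draws of 10000 random lists. Such draws check only the drawing of random lists. The PI3K/AKT/mTOR list was at 5.18 with the length trend removed and NRF2 targets at 99.4 with the GC trend removed. Genes of hypoxia and glycolysis were at 0.58 with both removed. The paper discusses PI3K/AKT signalling (Fig. 7C, D, E), from tumour data and macrophages, and does not discuss the other lists of the 7 as groups. The libraries compared are 1 of each condition, labelled AGS. All of the 7 lists but that of ribosomal proteins hold symbols of Fig. 5A, which had been seen when the lists were written. The percentiles of these lists are thus not independent evidence.

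Integrin, laminin and kindlin genes had a median log2 change of -0.58 in shIGFBP7, and gene length bias was weighed because long genes were lower in these data. After removal of the length trend the median was -0.38 (95% order-statistic interval -0.93 to -0.10), after removal of the GC trend -0.48 (-0.93 to -0.29), and with TMM factors, which shift all genes by 1 factor, -0.49 (-1.12 to -0.13). With both trends removed it was -0.30, an alternative chosen after seeing the data. These values argue against GC content or scaling as the whole cause. They argue less firmly against length, where the upper bound lies close to the limit of -0.1 set in advance. The intervals treat genes of 1 pair of libraries as independent, which they are not, so they may be too narrow. With 1 library per condition, a difference between clones or libraries, or an off-target effect of the shRNA, cannot be told apart from an effect of IGFBP7. An effect of IGFBP7 stays a hypothesis.

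Cytosolic ribosomal protein genes, which are short and abundant, had a median of 0.42, against a median of 0.24 in random lists matched on expression. The median was 0.36 after removal of the length trend (0.32 to 0.41), 0.43 after removal of the GC trend (0.35 to 0.49) and 0.46 after centring on the median gene (0.40 to 0.51). The list took 2.59% of the counts in shNC and 3.31% in shIGFBP7. Length, GC content and a shift of all genes are argued against as the whole cause, although these intervals also treat genes as independent. For the shift, this rests on the median gene, which was at -0.04 and not above 0. Centring could then only raise the list, so the centred value adds nothing further. Abundant genes in general were also above 0, as the random lists show. A difference between the 2 clones or their growth state at harvest was not tested and, with 1 library each, cannot be told apart from the knockdown.

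Replication-dependent histone genes had a median of 0.33. NRF2 targets had a median of 0.43. Genes of fatty acid synthesis and PPARG targets had a median of -0.55. PI3K/AKT/mTOR pathway components, a list of both activators and inhibitors, had a median of -0.45, which was -0.18 after removal of the length trend. Genes of hypoxia and glycolysis had a median of -0.28, which was -0.17 after removal of the length trend.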

How the results depend on the processing

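No paired analysis was possible because each condition has 1 library, so no library could be left out and no other split of the samples exists. Removal of both trends together and matching on gene length were chosen after seeing the data. IGFBP7 kept a log2 change between -3.99 (pseudocount 0.1) and -3.72, and FGF2 stayed below -1 under every alternative, at -1.11 after removal of the length trend, -1.03 after removal of the GC trend and -1.02 after removal of both. Counts of genes moved most. Lower and higher genes numbered 2949 and 1405 with a pseudocount of 0.1, 776 and 256 with 0.5, 52 and 7 at a log2 threshold of 1.5, and 1773 and 925 at a threshold of 1.5-fold, as the construction of these settings implies. CPM gave 671 lower genes, TMM factors 225 higher genes and DESeq2 size factors 267 higher genes. TMM factors moved the median gene by 0.11 and DESeq2 size factors by 0.14. Beyond that shift the cause was not tested. Lower genes outnumbered higher genes under every alternative. The filter on low FPKM removed no gene past the threshold, which the pseudocount of 1 fixes in advance. All 87 genes of Fig. 5A passed 1 in the main setting and 68 after removal of both trends, the fewest; AIRE has a mean FPKM under 1 and no value there. Of the 111 named genes past 1 with a mean FPKM of at least 1, other than IGFBP7 and FGF2, all kept their direction under every alternative, and 82 passed 1 after removal of both trends, the fewest. The number of lists beyond the percentile bounds stayed between 6 and 8, and the medians of the 7 lists of the main setting kept their sign under every alternative. Centring and the filter on low FPKM could not change a percentile other than by the random draw. TMM and DESeq2 factors shift the random lists nearly as much as the fixed lists, so these settings are no check of the percentiles. With both trends removed, 5 of these 7 lists were beyond the bounds, and some left them under other settings. NRF2 targets were at percentile 99.4 with a pseudocount of 0.1 and after removal of the GC trend. The PI3K/AKT/mTOR list was at 5.18 after removal of the length trend, 3.2 after removal of both trends and 1.44 with random lists matched on length. Genes of hypoxia and glycolysis were at 0.58 after removal of both trends, and their median was -0.16 with TMM factors and -0.12 with DESeq2 size factors. Other lists passed the bounds. Genes of G1/S and DNA replication were at 0.09 after removal of the length trend, 0.05 after removal of both and 0.17 with random lists matched on length, cholesterol synthesis at 0.31 to 0.40 after removal of either or both trends, the gastric and intestinal lineage at 0.47 after removal of the GC trend or both, and NF-kB targets at 99.56 with a pseudocount of 0.5. Depth limits genes with few counts: P2RX1 had 14 counts in shIGFBP7, and an interval of its ratio of 0.030 to 0.095.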

Differences from the paper's values

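The paper's FPKM of IGFBP7 for AGS shNC is about 33 in Fig. 5F, read by eye, against 74.8 in the deposited library labelled AGS shNC. For AGS shIGFBP7 the paper's value is about 2.2 in Fig. 5F, read by eye, against 4.60. The values printed in Fig. 5F for SGC7901 match those of the deposited libraries for IGFBP7 and FGF2 in both conditions, to 2 significant digits. None of the alternatives set before the data were examined changes an FPKM value.

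The paper's count of genes with a log2FC below -1 is about 67 in Fig. 5C, against 344 in the libraries labelled AGS. The threshold is the same, but the paper's count refers to GC cell lines in the plural, its rule for combining them is not stated in its text, and 1 cell line was counted here. Fig. 5A shows 67 symbols as lower in both knockdown columns, and all 67 were below -1 here. Whether these are the genes counted in Fig. 5C is not stated in the sources used here. Of the alternatives set before the data were examined, a threshold of 1.5 gave 52, which is within 1.5 times of the paper's count. That threshold is stricter than the paper's, so the closeness of the numbers does not account for the difference. The other alternatives did not come that close, from 240 after removal of the length trend to 2949 with a pseudocount of 0.1.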

Other observations

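The explanation by a difference between clones or libraries was stated after the values were seen. In the libraries labelled AGS, 1 of 20 genes of G1/S and DNA replication and 0 of 20 genes of G2/M and mitosis passed 1. Of the 20 genes of G1/S and DNA replication, 16 were below 0 in shIGFBP7, with a median of -0.22 at percentile 0.76, CCNE2 at -1.08 and POLA1 at -0.80. The median was -0.11 with TMM factors, -0.08 with DESeq2 size factors and -0.28 with the length trend removed, where the percentile of 0.09 was beyond the bound of 0.5. Of the 20 genes of G2/M and mitosis, 12 were above 0, with a median of 0.17 (95% order-statistic interval -0.14 to 0.39) at percentile 91.0, AURKB at 0.97, CDC20 at 0.75 and MKI67 at -0.75. Of 15 feedback genes of FGF and ERK signalling, 10 were above 0, with a median of 0.12 at percentile 79.7 (0.28 with TMM factors, 0.32 with DESeq2 size factors, 0.25 at percentile 95.9 with the length trend removed), FOSL1 at 0.91 and SPRY2 at 0.55. FGFR1 had 6.16 FPKM in shNC and 5.72 in shIGFBP7 (log2 change -0.09, but 0.02 with TMM factors and 0.24 with the length trend removed, so its direction depends on the scaling), PIK3CD 4.23 and 4.16, and AKT3 0.643 and 0.456, while PIK3R5 and PIK3R6 had 0 counts.

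Of 6 expressed mesenchymal markers of Fig. 3A, 4 were below 0, with a median of -0.29 at percentile 7.46, ZEB1 at -0.66, TGFB2 at -0.55, TGFB3 at -0.53, TGFB1 at 0.37 and VIM at 0.47. Of 5 expressed epithelial markers, 3 were above 0, with a median of 0.45 at percentile 98.1. CLDN4 was at 0.80, EPCAM at 0.78, ELF3 at -0.23 and CLDN7 at -0.74, and CDH1 had 0.414 FPKM in shNC and 0.252 in shIGFBP7. Of 11 expressed members of a list of other EMT genes, 9 were below 0 and 8 lay within 0.5 of 0. The median of that list was -0.11 at percentile 10.9 (0.01 with TMM factors), and AXL at -1.04 and FN1 at -1.00 were its only members past 1. Of 8 expressed attractants and growth factors of macrophages and monocytes, 6 were above 0, with a median of 0.31 at percentile 97.6, CSF1 at 0.76 and IL6 at 0.71. Of 14 expressed NF-kB targets, 11 were above 0, with a median of 0.31 at percentile 99.3. CXCL8 had 31.8 FPKM in shNC and 76.9 in shIGFBP7. OVOL2 had 1 count in shNC and 4 in shIGFBP7.

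Of the lymphocyte markers, CD19 at 1.35 FPKM in shNC had the highest value, and CD3D had 0 counts in both libraries. The endothelial markers CDH5 and ENG had 2.34 and 16.8 FPKM in shNC. Of 18 macrophage markers, SOCS3 and IL1B alone had a mean FPKM of at least 1, CSF1R had 115 counts in shNC and 59 in shIGFBP7, CD14 had 5 and 24, and CD163, C1QA and LYZ had 0 in both libraries. Of 7 expressed fibroblast markers 6 were below 0 in shIGFBP7, with a median of -0.40 at percentile 1.3, COL5A1 at 144 FPKM in shNC and 101 in shIGFBP7, FBLN1 at 124 and 90.4, and LUM at 21.5 and 11.8, while PDGFRA, THY1 and POSTN had 0 counts. The snoRNA host gene SNHG1 was at 0.46.

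Of the genes past 1 in size, 74.8% were lower in shIGFBP7 (exact 95% interval 70.6% to 78.7%, counting genes, which are not replicates). After removal of the length trend this share was 72.5% (67.4% to 77.2%), after removal of the GC trend 69.9% (65.0% to 74.6%) and after centring on the median gene 65.9% (61.2% to 70.4%). These values argue against length, GC content or a shift of all genes as the whole cause, although the share depends on the scaling. On the CPM scale it was 83.9% with no factors and 67.1% (63.4% to 70.6%) with TMM factors. With DESeq2 size factors, the scaling that moves genes most, it was 61.0% (57.3% to 64.7%). With 1 library per condition, a difference between clones or libraries, or an off-target effect of the shRNA, cannot be told apart from an effect of IGFBP7.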
